A study of Mus musculus with 12 samples. Its data were reported in "MiR-150 blunts cardiac dysfunction in mice with cardiomyocyte loss of β1-adrenergic receptor/β-arrestin signaling and controls a unique transcriptome" (2022).

How the data were processed

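Left ventricles from 12 mice, 3 in each of 4 groups, were profiled by the authors on Agilent 1-color (Cy3) lncRNA and mRNA arrays, 1 array per mouse. Per the labels, ribosomal RNA was removed from total RNA and the remaining RNA was amplified with random primers. Groups, replicate numbers, sex and age were taken from the labels. Every array was used, and 0 sample columns were left unused.

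For each array, the authors deposited the output of Feature Extraction 11.0.1.1. Per the file headers its processed signal is an intensity after background subtraction and detrending within the array, with no normalization between arrays. Raw spot and local background medians, also intensity values, and flags for saturated, outlying and bright spots came with it. The authors also deposited a table of log2 values for 60819 probes, normalized between arrays by a method that the files, the labels and the main text of the study do not give. The medians of its columns were 5.721 to 5.723 and the upper quartiles 8.487 to 8.491. The lower quartile was 2.499 for TG ISO 3 and 2.959 for the other 11 arrays. Its rank correlation with the processed signal of the same array was at least 0.99. That table was used as an alternative, because its normalization is unknown and near-equal medians and upper quartiles remove differences in overall distribution.

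Each array held 62939 spots, of which 61200 were not controls and represented 60915 probes. The processed signal was put on the log2 scale and the 75th percentile of each array was subtracted. Spots marked as outliers by Feature Extraction, 908 over all arrays, were left out, and spots of the same probe were averaged. Probes well above background on at least 3 of the 12 arrays were tested, 45154 in all. This filter ignores the groups but keeps probes that are dim in some of them, where a fold change depends on the background subtraction.

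Comparisons were made with limma 3.58.1 in R 4.3.3, with 4 group means over the 12 arrays and 8 residual degrees of freedom, two-sided, with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. The comparisons were TG ISO with TG vehicle, DTG ISO with DTG vehicle, DTG vehicle with TG vehicle, DTG ISO with TG ISO, and the interaction of genotype and treatment. Opposite changes were counted at an unadjusted p under 0.05 and a change of at least 1.5-fold in both comparisons, beside 20 simulated data sets with no group difference. An exact permutation test of 3 arrays against 3 has 10 splits and cannot give a p below 0.1, so counts over all splits are given only to ask whether chance can be excluded. Files were read with the R package data.table, version 1.17.8, and plots were drawn with matplotlib 3.10.9.

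The fit was tested on simulated data in which 200 of 44739 probes were shifted. For TG ISO against TG vehicle, it recovered 0% of shifts of 1 on the log2 scale, 54.5% of shifts of 2 and 84.5% of shifts of 3. For DTG ISO against TG ISO, it recovered 0%, 62% and 86.5%. Probes that were not shifted gave at most 13 calls. With 200 probes shifted, changes of 2-fold were therefore below what the fit could detect after adjustment. The adjustment depends on how many probes change, so this limit holds for the simulated setting and not for the design in general.

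Probes were named by a rule set in advance, the 2 with the largest change in each direction among those under the adjusted threshold, with no overlap between the groups' arrays and well above background on all 3 arrays of at least 1 group. Only 2 probes met it. Actb, Gusb, Hprt and Tfrc were singled out after their values were seen. The files did not pair probes with gene names, apart from 15 housekeeping probes whose names were matched to the reference. A list of cardiac stress genes, sets of transcripts with miR-150 sites, the transcripts that the study followed up, other named genes and a check of the labelled sex by sex-linked genes were therefore not analysed here. Probes were not divided into lncRNAs and mRNAs for the same reason.

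Alternatives covered quantile normalization, scaling to the median of probes bright on every array, normexp background correction with an offset of 50, the authors' values, no filter and a filter on all 12 arrays, the compared groups alone, replicate number, scan or slide as a block, labelled sex as a covariate, array weights, an intensity trend with a robust prior, the methods' t-test, and leaving out each array. Normexp was planned on mean spot signal, which the files do not hold, and used the median spot signal instead. Array weights estimated by restricted maximum likelihood did not converge and were estimated probe by probe instead, a change made after the data were seen. Fits within a scan and the methods' t-test on the authors' values were also added after the data were seen. Random draws used seed 1, with 100 regroupings where more than 100 existed and 9999 permutations for positions on the array.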

Results

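Left ventricular RNA from 12 mice was profiled on 1-color arrays that carry probes for long noncoding RNAs (lncRNAs) and mRNAs. All mice were C57BL/6J and carried a cardiomyocyte-specific transgene for a mutant β1-adrenergic receptor without sites for G protein-coupled receptor kinases (GRK−β1AR), which cannot engage β-arrestin. TG mice carried this transgene alone. Double transgenic (DTG) mice also overexpressed the microRNA miR-150. Mice of each genotype received the β-agonist isoproterenol (ISO) or vehicle for 1 week, which gave 4 groups with 3 arrays each: TG vehicle, TG ISO, DTG vehicle and DTG ISO. The labels gave ages of 9 to 12 weeks, and 4 of the 12 animals were labelled female, 1 in each group.

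The 75th percentile of the background-subtracted signal ranged from 244 on TG ISO 3 to 540 on DTG ISO 3. The share of probes well above background ranged from 53% on TG vehicle 1 to 79.4% on DTG ISO 3. Each of 15 housekeeping probes was printed as 20 spots, and the median SD of these repeated spots was 0.045 to 0.181 on the log2 scale. Only TG ISO 3 held saturated spots, 10 in number. The number of arrays, 3 per group, limited the precision of every comparison.

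The arrays were scanned in 3 runs that did not cross the groups evenly. Scan 1 held all 3 DTG ISO arrays and DTG vehicle 3. Scan 2 held DTG vehicle 1 and 2, TG ISO 1 and 2, and TG vehicle 1 and 2. Scan 3 held TG ISO 3 and TG vehicle 3. Array positions placed scans 2 and 3 on 1 slide and scan 1 on another, an inference from positions that did not repeat. DTG vehicle was thus the only group with arrays on both slides, and no scan held both DTG ISO and TG ISO arrays.

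Pearson correlations across the 44739 probes with a value on every array were computed for the 66 pairs of arrays, which describes the arrays and treats no probe as an independent replicate. The values ranged from 0.919 to 0.991. Within groups, they were 0.983 to 0.991 for DTG ISO, 0.965 to 0.982 for DTG vehicle, 0.94 to 0.985 for TG ISO and 0.936 to 0.978 for TG vehicle. The most similar array belonged to the same group for 4 of the 12 arrays and to another group for 8. TG vehicle 3 had a mean correlation of 0.936 with the other TG vehicle arrays and of 0.983 with TG ISO 1 and 2. TG ISO 3 had a mean correlation of 0.948 with the other TG ISO arrays and of 0.981 with TG vehicle 1 and 2. DTG vehicle 3 had a mean correlation of 0.969 with the other DTG vehicle arrays and of 0.987 with the DTG ISO arrays.

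**Figure D1:**
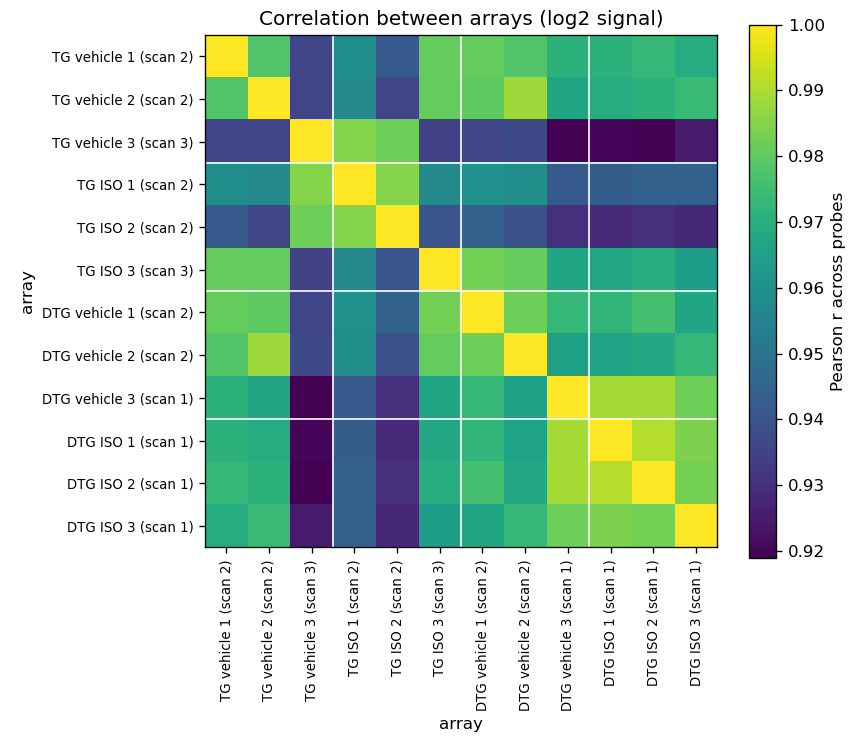
Pearson correlation across probes (color scale) for every pair of the 12 arrays, ordered by group along both axes, with the scan of each array in parentheses. TG vehicle 3 correlated at 0.985 with TG ISO 1 and at 0.936 on average with its own group.

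Principal component 1 accounted for 48.3% of the variance among arrays. Its scores were 122.7 for TG ISO 1, 151.7 for TG ISO 2 and 171.2 for TG vehicle 3, and the other 9 arrays scored between -79 and -26. Component 2 accounted for 18.9%. The 4 arrays of scan 1 scored 55.3 to 66.6 on it, and DTG vehicle 1 and 2 scored -53.6 and -64.7.

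**Figure D2:**
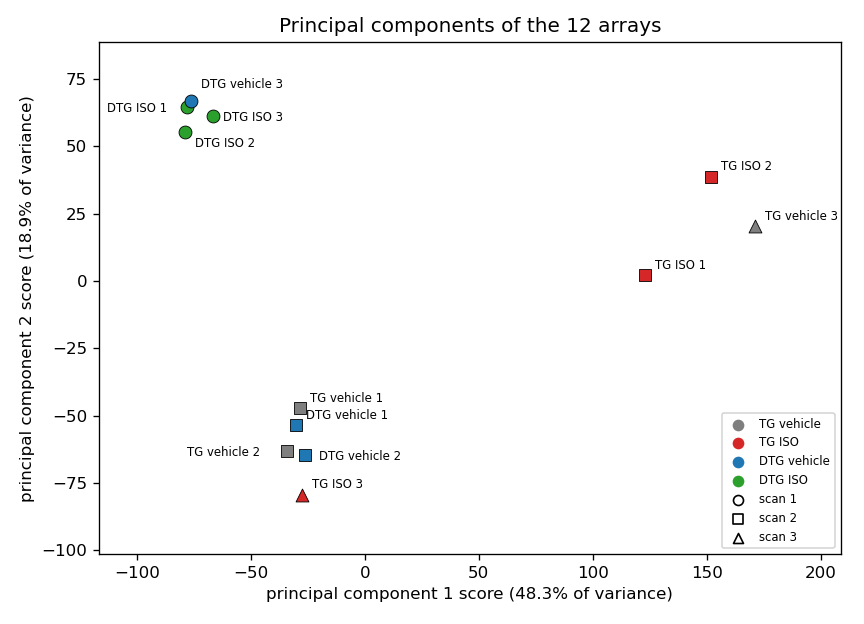
Scores of the 12 arrays on principal components 1 and 2, with groups as colors and scans as symbols. DTG vehicle 3, at 66.6 on component 2, sat with the 3 DTG ISO arrays of the same scan.

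The effect of 1 week of ISO in TG mice was examined first. No probe (0 of 45152) had a limma adjusted p under 0.05, and 827 probes (1.83%) had an unadjusted p under 0.05, of which 445 were higher and 382 lower in TG ISO. Chance alone would give 2258. The methods' t-test with Benjamini-Hochberg adjustment also called 0 probes, and 326 passed its unadjusted threshold with a change of at least 1.5-fold. The alternative that moved the count most was the fit within scan 2. In it, the 2 TG ISO and 2 TG vehicle arrays differed at 5191 probes, 3170 higher and 2021 lower in TG ISO. Scan 3 held 1 array of each group and allowed no test. With scan as a block over all arrays, 1 probe was called and 986 had an unadjusted p under 0.05. The pooled comparison therefore did not hold the difference seen within scan 2, and the median absolute log2 fold change was 0.211 pooled, 0.467 within scan 2 and 0.635 between the 2 arrays of scan 3. These medians rest on 3, 2 and 1 arrays per group, and noise alone raises them as fewer arrays are averaged. They carry no sign, so they do not show that the scans differed in the same direction.

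In DTG mice, ISO and vehicle were compared in the same way. The limma fit called 0 of 45154 probes, with 2636 (5.84%) at an unadjusted p under 0.05, 1784 higher and 852 lower in DTG ISO. The methods' t-test called 0 after adjustment and 939 by its unadjusted threshold with a change of at least 1.5-fold. Leaving out DTG vehicle 3, the only DTG vehicle array of scan 1, raised the limma count to 803. Within scan 1, the 3 DTG ISO arrays against DTG vehicle 3 gave 0 limma calls and 1658 probes (3.68%) at an unadjusted p under 0.05. That fit took its spread from the DTG ISO arrays, with 2 residual degrees of freedom, and assumed that the lone vehicle array varied alike, so it cannot show that a treatment difference was absent. With scan as a block, the count was 15, with 537 at an unadjusted p under 0.05. The remaining 2 DTG vehicle arrays shared no scan with DTG ISO.

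Vehicle-treated DTG and TG mice were compared to ask what miR-150 overexpression changed without ISO. Of 45154 probes, 2 were called, both lower in DTG vehicle, and 2359 (5.22%) had an unadjusted p under 0.05, 1846 higher and 513 lower. The methods' t-test called 0 probes after adjustment and 614 by its unadjusted threshold with a change of at least 1.5-fold. The files did not pair these probes with gene names, so they are given by their identifiers. The signal of ASMM10P003139 was -4.87 ± 0.45 (SD, n = 3) in DTG vehicle and -2.39 ± 0.18 (SD, n = 3) in TG vehicle, on the log2 scale relative to the 75th percentile of each array. Its log2 fold change was -2.47 (SE 0.26) with a limma adjusted p of 0.0494. The signal of ASMM10P030138 was -4.91 ± 0.40 (SD, n = 3) in DTG vehicle and -2.69 ± 0.22 (SD, n = 3) in TG vehicle. Its log2 fold change was -2.22 (SE 0.24), also with a limma adjusted p of 0.0494. For both probes, all 6 DTG arrays lay below all 6 TG arrays. Both were dim in DTG vehicle, where each was well above background on 1 of 3 arrays, against 3 of 3 in TG vehicle. In DTG ISO and TG ISO each was well above background on 3 of 3 arrays. The means of ASMM10P003139 were -4.66 in DTG ISO and -2.72 in TG ISO, and those of ASMM10P030138 were -3.92 and -2.44. No scan held both of these ISO groups. Over 18 alternatives each kept its direction, but ASMM10P003139 stayed under the threshold in 1 of them and ASMM10P030138 in 0. With scan as a block, 0 probes were called by limma and 1023 had an unadjusted p under 0.05. Within scan 2, the 2 DTG vehicle and 2 TG vehicle arrays differed at 2 probes, 1 higher and 1 lower in DTG vehicle.

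DTG ISO and TG ISO were compared to ask what miR-150 overexpression changed under ISO. No probe (0 of 45152) was called by limma, the lowest adjusted p being 0.062, but 12079 (26.8%) had an unadjusted p under 0.05, 7571 higher and 4508 lower in DTG ISO. The methods' t-test called 1077 probes after adjustment and 8977 by its unadjusted threshold with a change of at least 1.5-fold. Fitted on these 6 arrays alone, limma called 4061 probes. Leaving out TG ISO 3 gave 1873 calls with the full set of groups. All 3 DTG ISO arrays were in scan 1 and none of the TG ISO arrays was, so no comparison within a scan was possible. With scan as a block, the comparison rested on DTG vehicle 3 to link scan 1 with the other scans, and it gave 1 call and 713 probes at an unadjusted p under 0.05. With slide as a block it gave 10 calls.

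**Figure D3:**
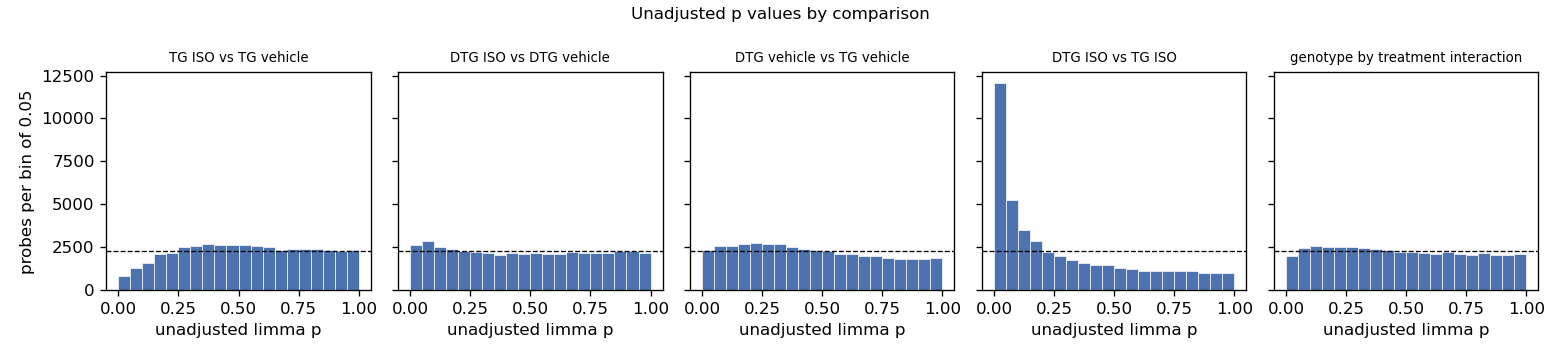
Unadjusted limma p values in 20 bins for the 5 comparisons; bars count probes and the dashed line is the mean per bin. The comparison of DTG ISO with TG ISO held 12079 probes in its lowest bin, and that of TG ISO with TG vehicle held 827.

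The genotype by treatment interaction asked whether the response to ISO differed between DTG and TG mice. It gave 0 limma calls among 45152 probes, with 1971 (4.37%) at an unadjusted p under 0.05, and the lowest adjusted p was 0.927. Leaving out DTG vehicle 3 raised the count to 89, and scan as a block gave 8.

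The study selected transcripts that changed one way with ISO in TG mice and the other way in DTG ISO relative to TG ISO. Both comparisons contain the TG ISO arrays, with opposite sign. The main text of the study does not give cutoffs for this selection. The cutoffs used here, an unadjusted limma p under 0.05 and a change of at least 1.5-fold in both comparisons, gave 318 probes with opposite changes. Of these, 99 rose and then fell and 219 fell and then rose, while 28 probes changed in the same direction in both. In 20 data sets simulated with no difference between groups, the mean number with opposite changes was 434.4, from 398 to 497. The simulated means were 218.9 that rose and then fell and 215.4 that fell and then rose, so the observed split was less even, and 5.7 in the same direction, from 1 to 10, below the 28 observed. The split changed with scaling, to 65 and 25 under normexp and 137 and 139 with the authors' values. Across probes, the fold changes of the 2 comparisons correlated at -0.559, against a mean of -0.501 in the simulated sets. Probes are not independent replicates. With scan as a block the number was 106, and normexp background correction gave the lowest, 90. Leaving out TG vehicle 3 raised it to 3239.

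The 15 housekeeping probes, whose genes were named through the reference, showed which levels were steady. Hprt varied least, over a range of 0.29 on the log2 scale across the 12 arrays, and Tfrc and Gusb varied most, over 2.13 and 2.05. Gusb stood at 4.02 on TG ISO 1, 4.57 on TG ISO 2 and 4.19 on TG vehicle 3, relative to the 75th percentile, and between 2.52 and 2.91 on the other 9 arrays. Actb was higher in TG ISO, at 5.86 ± 0.17 (SD, n = 3), than in TG vehicle, at 5.33 ± 0.31 (SD, n = 3). In DTG mice it was lower in ISO, at 5.07 ± 0.40 (SD, n = 3), than in vehicle, at 5.53 ± 0.10 (SD, n = 3). Neither difference passed the threshold, with limma adjusted p values of 0.999 and 0.817. These signs were the same under all 5 scalings examined.

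**Figure D4:**
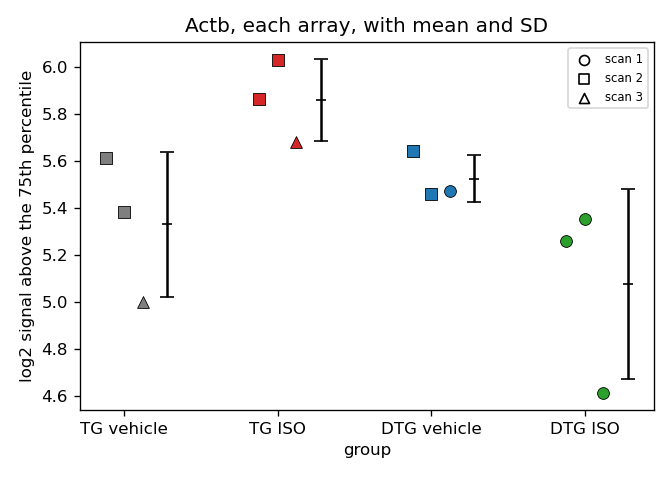
Actb signal on each array (points, with the scan as symbol) by group, on the log2 scale relative to the 75th percentile of the array, with the mean and SD of 3 arrays to the right of the points. TG ISO averaged 5.86 and TG vehicle 5.33, and DTG ISO averaged 5.07 and DTG vehicle 5.53.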

Values the study reported

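From its lncRNA array data, the study selected 51 lncRNAs that changed in opposite directions in the comparison of ISO with vehicle in TG mice and the comparison of DTG with TG mice under ISO. It described 21 of them as higher with ISO in TG hearts and lower in DTG ISO, and the other 30 as changing the opposite way. From the mRNA data it selected 36 genes in the same manner, 16 that rose in TG ISO and fell in DTG ISO and 20 that fell and then rose. The study did not rest on this selection alone. It measured selected transcripts by quantitative PCR and reported that some of each set changed as selected, while others did not or could not be measured. It also studied Gm41664 and GDAP1L1 with luciferase reporters and knockdown in cells. None of that work was examined here.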

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

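Actb was singled out, and its permutation test and its test with TG ISO 3 and TG vehicle 3 exchanged were chosen, after its values in the main setting were seen; the tests under other scalings and with scan as a block were chosen before their results were seen.

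Actb stood out because its levels moved in opposite directions with ISO in the 2 genotypes, with no overlap between arrays in either. All 3 TG ISO arrays lay above all 3 TG vehicle arrays, and all 3 DTG ISO arrays lay below all 3 DTG vehicle arrays. The change was 0.52 in TG and -0.45 in DTG on the log2 scale. The size of the fall in DTG rested in large part on DTG ISO 3, at 4.61. DTG ISO 1 and 2 stood at 5.26 and 5.35, and the DTG vehicle arrays at 5.64, 5.46 and 5.47. The interaction was -0.98 (SE 0.34), with a limma adjusted p of 0.927 over all probes. An exact permutation of treatment within each genotype, over 400 relabelings and two-sided, gave p = 0.005, or 0.075 after adjustment over the 15 housekeeping genes. Among the 44739 probes with complete values, 211 (0.472%) moved apart in this way, and chance alone gives 0.5%.

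Scaling does not account for the signs. In 4 of 4 other scalings between arrays, Actb rose in TG and fell in DTG, although under normexp the arrays of the groups overlapped. The interaction was -0.93 (SE 0.41) with scan as a block, but its DTG part then rests on DTG vehicle 3, the only DTG vehicle array in the scan of the DTG ISO arrays, so scan stays open for the fall in DTG. An exchange of TG ISO 3 and TG vehicle 3 stays open, as it does for the placement of these arrays. With both exchanged, the change in TG would be 0.07 and the arrays of the groups would overlap. With both left out, it was 0.45, so the rise was also present in the remaining arrays. Chance among 15 housekeeping genes stays open as well. The permutation does not decide it, because Actb was picked for its separation, 0.005 is the smallest p that the 400 relabelings can give, and 0.075 is what the adjustment makes of it when no other gene reaches that p. The share of such probes over the array was no larger than chance gives. A genotype-dependent response of Actb to ISO could also produce these values and is a hypothesis that these 12 arrays do not decide.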

How the results depend on the processing

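The comparisons, the main setting and the alternatives were fixed before the data were examined, except the fits within a scan, the methods' t-test on the authors' values and the estimator of the array weights, which were chosen after seeing the data.

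TG ISO against TG vehicle gave 0 limma calls (827 unadjusted) in the main setting and 0 in 13 of 16 alternatives other than leaving out 1 array. The exceptions were 1 call with scan as a block, 326 by the methods' t-test with its unadjusted threshold and 5191 within scan 2. The fit within scan 2 was without TG ISO 3 and TG vehicle 3. It took its spread from all arrays of that scan, DTG vehicle 1 and 2 included, with 3 residual degrees of freedom. Leaving out 1 array gave 0 to 1, with 1 without TG ISO 3. The unadjusted count was then 599 to 5698, with 5698 without TG vehicle 3 and 3778 without TG ISO 3, and 13133 with array weights. DTG ISO against DTG vehicle gave 0 (2636 unadjusted) in the main setting, 15 with scan as a block, 38 with slide as a block, 1569 with array weights and 939 by the methods' t-test with its unadjusted threshold. Leaving out 1 array gave 0 to 803, the highest without DTG vehicle 3, and 755 (without DTG vehicle 1) to 6887 (without DTG vehicle 3) unadjusted. DTG vehicle against TG vehicle gave 2 calls, and 0 under quantile normalization, median scaling, normexp, the authors' values, no filter, the filter on all 12 arrays, the compared groups alone, the replicate block, labelled sex, scan or slide as a block, array weights, trend and robust prior and the adjusted methods' t-test, against 614 by the methods' t-test with its unadjusted threshold and 2 within scan 2. Leaving out 1 array gave 0 to 1: 1 without DTG vehicle 2, and 0 without each of the other arrays. Its unadjusted limma counts were 1023 to 2605 over the alternatives other than leaving out 1 array, and 1444 to 3603 with 1 array left out, the lowest without DTG vehicle 3 and the highest without TG vehicle 1.

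DTG ISO against TG ISO gave 0 limma calls (12079 unadjusted) in the main setting, 12 under quantile normalization, 1 with the authors' values, 4061 on the compared groups alone, 1 with scan as a block, 10 with slide as a block, 23011 with array weights, 8977 by the methods' t-test with its unadjusted threshold and 1077 after adjustment. Leaving out 1 array gave 0 to 1873, with 1873 without TG ISO 3 and 1 without DTG ISO 1, and 7358 (without TG ISO 1) to 15793 (without TG ISO 3) unadjusted. The fall to 713 unadjusted probes with scan as a block follows in part from its construction, since only DTG vehicle 3 then links the scans. The array weights were 0.29 for TG ISO 3, 0.19 for TG vehicle 3 and 0.44 for DTG vehicle 3, all below 1, so the counts with weights rest less on these arrays. The interaction gave 0 (1971 unadjusted) in the main setting, 8 with scan as a block and 9 with slide as a block. Leaving out 1 array gave 0 to 89, with 89 without DTG vehicle 3 and 1 without TG ISO 3. The unadjusted count was then 921 (without DTG vehicle 1) to 5102 (without TG vehicle 3), and with every array kept it was 725 with scan as a block and 13951 with array weights. Array weights gave 11036 unadjusted probes for DTG ISO against DTG vehicle and 26100 for DTG ISO against TG ISO.

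Opposite changes numbered 318 in the main setting, 90 under normexp, 110 with the filter on all 12 arrays, 106 and 98 with scan and slide as a block, 8425 with array weights, 136 by the methods' t-test and 123 by that test on the authors' values. Leaving out 1 array gave 168 to 3239: 3239 without TG vehicle 3, 2786 without TG ISO 3 and 168 without TG vehicle 2. The cause of these differences was not tested, except as stated.

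The share of unadjusted probes that rose depended on scaling. For DTG ISO against DTG vehicle it was 67.7% in the main setting, 49.1% under quantile normalization, 51.1% with the authors' values and 43.6% under normexp. For DTG vehicle against TG vehicle it was 78.3%, and 46.4% under normexp. For DTG ISO against TG ISO it was 62.7%, and 36.2% under normexp. For the interaction it was 63.2%, and 46.1% under quantile normalization, 47.5% with the authors' values and 41.9% under normexp. The median log2 fold change of all probes in DTG ISO against TG ISO was 0.122 in the main setting and 0.049 under quantile normalization, so the direction of small changes there is not fixed by these data.

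ASMM10P003139 and ASMM10P030138 were lower in DTG vehicle in all 18 alternatives each, with log2 fold changes of -2.73 to -0.91 and -2.38 to -0.75. Their adjusted p values ranged from 0.0292 to 1 and from 0.0501 to 1. The values nearest 0 came from normexp, which compresses dim signals by its offset.

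Replicate numbers did not pair the samples. For 12 pairs of same-numbered arrays of 2 groups, the deviation of each array from its group mean was correlated across probes. The values were -0.77 to 0.18, 1 of them above 0.1. With replicate number as a block the limma counts were 0 in each of the 5 comparisons, with 719, 2098, 1730, 9759 and 1619 unadjusted probes in the order given above. Alternatives for the cardiac stress list, the miR-150 site sets, the followed-up transcripts, the named genes other than the 2 probes, and the sex check were not run, since probes had no gene names. Signal over background limited dim probes: 53% to 79.4% of probes were well above background. Both called probes were near background in DTG vehicle, though well above it on 3 of 3 arrays in DTG ISO.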

Other observations

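The tests of the placement of TG ISO 3 and TG vehicle 3 by exchange, scan, treatment and control probes, those of scan, slide and DTG vehicle 3, those on single arrays and labelled sex, the shared TG ISO arrays, and the splits of the TG arrays were chosen after the result was seen; the tests of brightness, of the positions of probes high on TG ISO 1, TG ISO 2 and TG vehicle 3, of RNA from other cells, and the remaining splits and groupings were chosen before.

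TG ISO 3 and TG vehicle 3 each resembled the other TG group more than their own. The differences in mean correlation, other group minus own, were 0.033 for TG ISO 3 and 0.047 for TG vehicle 3. The isoproterenol response as labelled cannot account for TG vehicle 3, which was labelled vehicle and still lay nearer TG ISO 1 and 2 by 0.047. This value is the observation itself. A shift shared by scan 3 would move both arrays the same way, but across probes the displacement of TG ISO 3 from TG ISO 1 and 2 correlated at -0.768 with that of TG vehicle 3 from TG vehicle 1 and 2. An earlier test of scan, the correlation of the 2 arrays with each other, was 0.935, rank 9 from the lowest of 66 pairs, and could not separate the explanations. With the authors' values, the lower of the differences was 0.031. That test cannot decide on array brightness or normalization. A shift of a whole array leaves a correlation unchanged, and these values ranked probes almost as the processed signal did (rank correlation of at least 0.99). Brightness or normalization therefore stays open. A surface blemish is argued against for the 232 probes that were high on TG ISO 1, TG ISO 2 and TG vehicle 3 alone, which lay no closer together on the array than random probes (permutation p = 0.218).

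What stays open is an exchange of labels or samples between TG ISO 3 and TG vehicle 3. It needs both arrays to be out of place, and the lower of the differences, 0.033, was above 0, but these differences are what prompted the question, so they cannot test it. An exchange may account for the placement as a hypothesis found on these arrays, and the labels were kept throughout. A labelling or hybridization difference of TG ISO 1, TG ISO 2 and TG vehicle 3 stays open too: on 4 of 7 control probes for sequences that mice lack, these arrays lay below the other 9 with no overlap, where chance gives 0.909% per probe for a separation either way. Mouse RNA of another composition that binds these probes could do the same. RNA of other cells on TG ISO 1, TG ISO 2 and TG vehicle 3 cannot be told apart from a change within the same cells, since 29 of the 232 probes were well above background on these arrays alone but have no gene names to show a cell type. Variation between mice in the response to ISO stays open, as untested, for TG ISO 3 only, and variation from other sources for both arrays.

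Of the 10 splits of the 6 TG arrays, 10 gave at least the 827 unadjusted probes of the real one, so chance cannot be excluded. For limma calls, all 10 gave at least the 0 of the real one, as any split must, which decides nothing here or for the other comparisons with 0 calls. The split with TG ISO 1, TG ISO 2 and TG vehicle 3 against the others gave 14652 calls and 19445 unadjusted probes. That split follows no scan.

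DTG ISO against TG ISO had an excess of small unadjusted p values, and scan or slide may account for part of it. Across probes, DTG vehicle 3 minus DTG vehicle 1 and 2, which differ in scan and not in group, correlated at 0.518 with DTG ISO minus TG ISO, with no array in common. Of the 11978 probes at an unadjusted p under 0.05 with complete values, 87.1% had the same sign in both. A hybridization difference between slides fits as well: of 7 control probes for sequences that mice lack, DTG vehicle 3 was nearer the DTG ISO arrays than the other DTG vehicle arrays on 6. On 3 of the 7, the arrays of slide 1 and slide 2 did not overlap, where chance gives 0.404% per probe. As for the placement above, mouse RNA of another composition could do the same. That DTG vehicle 3 holds RNA of an ISO animal cannot be told apart from scan by its correlations, which favored DTG ISO by 0.017, because both predict this. The effect of miR-150 under ISO remains confounded with scan 1 and stays open. Of 10 splits of the 6 arrays, 1 gave as many unadjusted probes as the real split, which is itself the split by slide, and 10 gave as many limma calls, which were 0 against 12079 unadjusted. With scan as a block the unadjusted count was 713. The design allows no share below 0.1, so chance cannot be excluded.

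For DTG ISO against DTG vehicle, 3 of 10 splits gave at least the 2636 unadjusted probes and 10 at least its 0 limma calls. The split with DTG ISO 1 and 2 and DTG vehicle 3, all of scan 1, gave 4403, more than the real one, and with scan as a block the real one gave 537. For DTG vehicle against TG vehicle, 5 of 10 splits gave at least 2359 unadjusted probes and 1 gave as many as 2 limma calls. Chance cannot be excluded for either. Of 100 drawn groupings for the interaction, 31 gave as many unadjusted probes as the 1971 found, so chance cannot be excluded. All 100 gave at least its 0 limma calls, as any grouping must.

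In the main setting, the number of opposite changes, 318, was not above the mean of 434.4 in data simulated with no group difference. The simulation gave a probe the same spread on every array, while the median SD was 0.217 in DTG ISO and 0.446 in TG vehicle. Of 100 groupings of the 9 arrays, 47 gave as many, the real one included. These groupings mixed the scans, and their counts ran from 14 to 12936. Neither setting matches the data, so whether the shared TG ISO arrays account for the 318 is not settled. The simulation covers the total in the main setting only. The 28 probes that changed in the same direction exceeded the simulated 1 to 10. The counts of 3239 without TG vehicle 3 and 2786 without TG ISO 3 were not simulated. The count here was 318 probes, which were not divided into lncRNAs and mRNAs. That is higher than the counts quoted from the study above, and it is not the same measure.

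Of 44739 probes, 450 had a gap of at least 2.5 on the log2 scale between neighboring arrays in order of signal. Those high on TG ISO 3 alone (31), low on DTG vehicle 3 alone (22) and high on TG vehicle 1 alone (60) lay close together on their arrays, each with a permutation p of 1e-04, the smallest that the permutations can give. A blemish on the array surface is a likely source in each of these, with 10 saturated spots on TG ISO 3. The 10 probes high on TG ISO 2 alone also lay closer together than random probes (permutation p = 0.0091). No biological explanation was tested for any of these sets.

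DTG ISO 3 alone set 16 probes apart, 13 low and 3 high, by up to 8.82 on the log2 scale. Among the 13 low probes, 7 were not well above background on DTG ISO 3, where the size of a gap depends on the background subtraction. A blemish is argued against by the positions of the 16 probes (permutation p = 0.722). Sex as labelled is argued against as well: 0 of 44739 probes parted the 4 labelled females, DTG ISO 3 among them, from the 8 males by at least 1 on the log2 scale, the widest gap being 0.34, and 15 (0.0335%) parted them at all, where chance gives 0.404%. A first test of sex, on the 16 probes themselves, was void because their choice fixed its outcome. A limma comparison of labelled sex gave 0 calls and 239 unadjusted probes. Of the 13 low probes, 7 lay within 100 consecutive probe numbers, and random draws reached at most 3. Transcripts of 1 locus or family, such as sex-linked ones, with sex labels wrong on other arrays, could look like this, but it cannot be told apart from other causes without gene names.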
